A study of Mus musculus with 4 samples. Its data were reported in "The regulatory code of injury-responsive enhancers enables precision cell-state targeting in the CNS" (2025).

How the data were processed

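The assay measured the activity of candidate enhancers in single cells of the mouse spinal cord. A pool of adeno-associated viruses carried 23 enhancers, each in front of a minimal promoter and a fluorescent reporter with its own transcribed barcode. The pool held 19 candidate enhancers of reactive astrocytes, which the study calls IRENs, and 4 control enhancers for astrocytes. The labels do not say which features these are. The 19 features named M were taken as the IRENs and the 4 named A as the controls because these counts agree, and every statement on IRENs or controls rests on this. Mice from a cross of a Cx30 line with a tdTomato Cre reporter line received the pool in the blood. Their astrocytes carried tdTomato after recombination induced by tamoxifen. Cx30 is a gap junction gene. Segments of 5 mm were taken at 3 days after a spinal cord injury or at the same level of uninjured cords, and tdTomato-positive cells were sorted. The labels place 4 libraries in 2 conditions, with 1 gene expression library and 1 barcode library per condition, both from the same pooled cells.

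The authors deposited 1 matrix per condition with raw UMI counts of gene and barcode features in the same cells. Per the file headers the counts came from Cell Ranger 7.1.0, while the methods name a later version. Barcodes were amplified from part of the cDNA, and their reads were counted by the authors as antibody capture features. The counts were not normalised by the authors, and cells were called before deposit. The matrices held 32287 gene features, of which 2 were added sequences (tdTomato-WPRE and EGFP), and 23 enhancer features. The genome build of this experiment was not given in the sources used here. Of the 32285 Ensembl gene identifiers, 32158 (99.6%) matched GENCODE M21 on GRCm38, from which the gene positions were taken by identifier.

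The files held 919 injured and 4159 uninjured cell barcodes. Cells with more than 500 and fewer than 50000 gene UMIs were kept, after the stated filter of the study. This left 879 injured cells, with 40 removed for reaching the upper limit, and 4159 uninjured cells. Counts were scaled to 10000 per cell and log transformed, and 2000 variable genes, 15 principal components, 15 neighbours and Leiden resolution 0.5 were used (scanpy 1.11.5, igraph 0.11.9, Python 3.11.15). Enhancer features, tdTomato-WPRE and EGFP were left out of clustering. Clustering gave 14 clusters. A cluster took the name of 1 of 12 classes by the highest mean marker score (above 0.2), if at least 3 of its markers were found in at least 10% of its cells and no other class had more markers among its 10 genes with the highest fold. The markers were fixed before the data were examined, and the scoring rule was set after the matrices were opened but before its output was seen. This named 13 clusters in 8 classes. Of these, 5 clusters were astrocyte-like. The remaining cluster had astrocyte markers but had neuron markers (Nefl, Snap25) among its leading genes and stayed unnamed. It held 10 injured cells (1.14%) and 691 uninjured cells (16.6%).

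No doublets were removed, since the study states no removal for this experiment. Scrublet marked 2 of 5038 cells (0.0397%), a share too low for the caller to have worked, so removing the 5% of cells with the highest Scrublet score in each library was added after this was seen.

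Each condition had 1 library pair, so no test between conditions was possible, and no p-values were computed from cells. Shares of cells have exact Clopper-Pearson 95% intervals, UMI sums have exact Poisson 95% intervals, and ratios of sums have exact conditional binomial 95% intervals. These intervals and the limits below cover counting error only, not differences between animals or libraries. Where a group had no UMIs, the limit of its share and the lower bound of a fold written as at least were set at 3 counts over the group, with the other group's counts taken as they are. Limits called exact come from the conditional binomial interval. An enhancer was called detected with at least 10 astrocyte-like cells with a UMI, a rule chosen here. To compare shares across depths, each cell was thinned to 1000 gene UMIs, its barcode UMIs were thinned by the same factor in 1 random draw, and shallower cells were left out. Gene values are CPM of the summed UMIs of a class, with 1 CPM added to both sides of a log2 ratio unless stated otherwise.

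The named genes followed a rule fixed before the data were examined. It comprised the detected enhancers, 9 reactive astrocyte genes, 8 AP-1 genes, 7 lineage genes and tdTomato, and the 10 highest and 10 lowest log2 ratios among genes at 50 CPM or more in at least 1 condition. Cells were scored female with an Xist UMI and no UMI of Ddx3y, Eif2s3y, Kdm5d or Uty, and male the other way round. The gene ratio was tested on simulated data with 200 genes changed 4-fold among 3603 genes. All of the changed genes were recovered in direction (100%), and the intervals covered 95.8% of true ratios. The dispersion of counts about a rate proportional to gene UMIs was tested on 100 simulated features with the total of M5. It lay between 0.868 and 1.19 for features spread by depth alone, and between 3.63 and 4.46 for features confined to astrocyte-like cells.

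The alternatives covered the filter on cells, doublets, clustering resolution, astrocytes chosen by Aldh1l1, each sex alone, the UMIs that make a cell positive, thinning, the detection rule, the form of the IREN ratio, and the scaling, pseudocount, minimum and weighting of gene sums. Positions of the enhancers were not used here.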

Results

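Gene expression and enhancer barcodes were measured in the same tdTomato-sorted cells of injured and uninjured mouse spinal cords, with 1 library pair per condition. After filtering, the injured condition had 879 cells with 8499672 gene UMIs and a median of 6816 per cell. The uninjured condition had 4159 cells with 15543460 gene UMIs and a median of 3343 per cell. The kept cells held 1935 enhancer barcode UMIs in the injured library and 909 in the uninjured library, which was 228 and 58.5 CPM (barcode UMIs per 1000000 gene UMIs, used below for barcodes and genes alike). With no replicates, none of the differences below has a replicate check.

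The first question was which cells the sort delivered. Astrocyte-like cells made up 46.9% of injured cells (412 cells, 95% interval 43.5 to 50.2%) and 74.6% of uninjured cells (3103 cells, 73.3 to 75.9%). These shares were taken after the tdTomato sort and recovery from the tissue, so they are not read as shares of the tissue. What set them was not tested. The unnamed cluster with astrocyte markers held 1.14% of injured and 16.6% of uninjured cells, and counting it as astrocyte-like moved the uninjured share to 91.2%. Microglia-like cells made up 14.3% of injured cells (126 cells) and 0.745% of uninjured cells (31 cells). Ependymal-like cells made up 16.4% and 0.745% of cells in the same order. The microglia-like cluster was led by Lyz2, a marker of the macrophage or monocyte class used here. Macrophages among the microglia-like cells are therefore not excluded. Different clusters held most astrocyte-like cells in the 2 conditions. Cluster 1, led by Gfap, Lcn2 and Timp1, held 76.9% of the injured astrocyte-like cells and 0.387% of the uninjured ones. Clusters 4, 8, 9 and 11 held 23.0%, 28.5%, 19.5% and 28.6% of the uninjured ones. All values for astrocyte-like cells below compare these clusters. Median depth was similar, at 3702 gene UMIs in injured and 3262 in uninjured astrocyte-like cells. Cells were not filtered on mitochondrial UMIs. Their median share in cluster 4 was 36.8% in injured cells (12.9% of the injured astrocyte-like cells) and 10.3% in uninjured cells. It was also higher in injured cells of cluster 11, but lower in those of clusters 1 (6.56% against 14.6%), 8 and 9.

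The sex markers differed between the libraries. Xist, on chromosome X from 103460366 to 103483254 (GRCm38, long non-coding RNA), had a UMI in 252 of 879 injured cells (28.7%, 25.7 to 31.8%) and in 5 of 4159 uninjured cells (0.120%, 0.0390 to 0.280%). At 1000 gene UMIs per cell the shares were 15.2% and 0.0736%, with 48 injured and 83 uninjured cells left out. Y-linked genes had a UMI in 36.1% of injured and 66.7% of uninjured cells. The injured library held 250 cells scored female and 315 scored male. The uninjured library held 2 scored female and 2770 scored male. The series description gives 1 to 2 animals of each sex per condition, so the comparison of conditions was also made on male cells alone.

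The central question was which enhancers gave barcode UMIs in astrocyte-like cells of each condition. In the injured library 5 enhancers were detected, namely M5, M8, M24, A1 and A5, of which 3 were IRENs. In the uninjured library 1 enhancer, A5, was detected. Among injured astrocyte-like cells, M5 had a UMI in 33.3% (28.7 to 38.0%), M8 in 11.7% (8.72 to 15.1%), M24 in 6.55% (4.36 to 9.39%) and A1 in 34.2% (29.6 to 39.0%). None of these had a UMI in the 3103 uninjured astrocyte-like cells, which allows a share of up to 0.0967% for each. Set against gene UMIs, M5 had 93.5 CPM in injured astrocyte-like cells, at least 353-fold higher than in uninjured ones with these set at 3 counts. A1 was at least 336-fold higher, M8 at least 88.7-fold higher and M24 at least 66.9-fold higher on the same floor. The exact intervals, which also hold the counting error of the injured side, reached down to ratios of 285 for M5, 271 for A1, 69.6 for M8 and 51.96 for M24. A5 had a UMI in 15.8% of injured (12.4 to 19.7%) and 18.2% of uninjured astrocyte-like cells (16.9 to 19.6%). Its rate was 39.9 CPM in the injured and 59.5 CPM in the uninjured class, a ratio of 0.670 (0.532 to 0.836). M5 shares moved most with the number of UMIs asked of a positive cell, to 4.13% in injured cells at 3 UMIs, and the uninjured share stayed at 0 in each alternative that gave a value. In male cells alone M5 had a UMI in 44.1% of injured and 0% of uninjured astrocyte-like cells.

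The other 18 enhancers were at or near 0. M11 had 4 UMIs in injured and M16 had 2 in uninjured astrocyte-like cells. Over all barcodes of the files, including cells outside the filter, 14 of the 23 enhancers had no UMI in either library, among them 12 IRENs and 2 controls. A count of 0 in the injured library allows up to 0.111% of its 2693 barcode UMIs. In the injured file 6 IRENs had a UMI in cells of any class, and 4 of them, M11 with 11 cells included, had one in at least 10 cells. In the uninjured file 3 of 909 barcode UMIs were not from A5 (0.330%, 0.0681 to 0.961%).

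**Figure D1:**
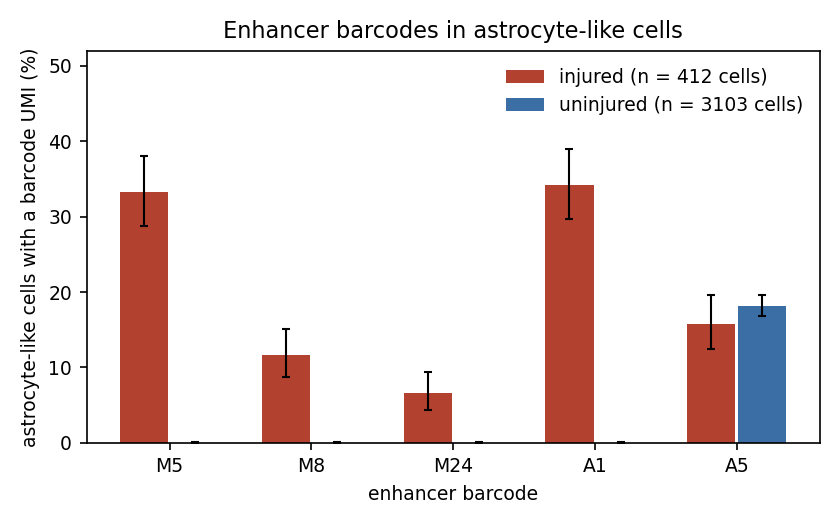
Bars give the percentage of astrocyte-like cells with at least 1 barcode UMI for the 5 detected enhancers in the injured and uninjured libraries, and error bars give exact 95% intervals for counting error. M5, M8, M24 and A1 have bars in the injured library alone, while A5 has bars of 15.8% and 18.2%.

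A ratio within each barcode library does not depend on how deeply that library was sequenced. The sum of IREN UMIs per A5 UMI in astrocyte-like cells was 3.42 in the injured library (308 against 90 UMIs, 2.70 to 4.38) and 0.00297 in the uninjured library (2 against 674 UMIs, 0.000359 to 0.0108). The control A1 showed the same contrast, with 2.23 UMIs per A5 UMI in the injured library (1.73 to 2.90) and 0 against 674 UMIs in the uninjured one, with an exact upper limit of 0.00549. The IREN ratio moved most when cells were chosen by Aldh1l1, to 4.41 in the injured library.

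The next question was whether barcode UMIs were specific to astrocyte-like cells. In the injured library each of the larger classes had them. M5 had a UMI in 57.1% of microglia-like cells (48.0 to 65.9%, median 14070 gene UMIs) against 33.3% of astrocyte-like cells (median 3702). It had a UMI in 85.4% of OPC-like cells (oligodendrocyte precursors, median 22050). These classes were expected to lack the activity, but their cells were deeper. At 1000 gene UMIs per cell, M5 had a UMI in 7.96% of astrocyte-like (5.43 to 11.2%), 5.79% of microglia-like (2.36 to 11.6%) and 7.32% of OPC-like cells (1.54 to 19.9%), which overlap, with 35, 5 and 0 cells left out. A UMI in a single astrocyte-like cell is therefore not read as expression by that cell. Set against gene UMIs, M5 had 93.5 CPM in astrocyte-like, 75.1 in microglia-like, 86.1 in ependymal-like, 78.4 in OPC-like, 68.1 in endothelial-like and 91.5 in fibroblast-like cells. The rate in astrocyte-like cells was 1.24 times that in microglia-like cells (1.00 to 1.55). For A1 the ratio was 0.979 (0.794 to 1.21), and for A5 it was 1.30 (0.924 to 1.84). Over the other 4 of these classes, the intervals of M5, A1 and A5 above 1 were those of M5 over endothelial-like (1.37, 1.01 to 1.90), A1 over endothelial-like (1.45, 1.05 to 2.04) and OPC-like (1.35, 1.01 to 1.82), and A5 over ependymal-like cells (2.11, 1.40 to 3.27). Over the 5 classes pooled the ratio was 1.17 for M5 (0.991 to 1.38), 1.20 for M8 (0.850 to 1.67), 1.12 for A1 (0.949 to 1.33) and 1.41 for A5 (1.08 to 1.82). In the uninjured library A5 had 59.5 CPM in astrocyte-like and 120 in microglia-like cells (14 UMIs), a ratio of 0.497 (0.294 to 0.914). Its ratio was 0.705 over OPC-like (0.356 to 1.64), 1.09 over fibroblast-like (0.682 to 1.84), 1.34 over neuron-like (0.795 to 2.47) and 1.35 over ependymal-like cells (0.650 to 3.36). Over endothelial-like and mural-like cells, with 1 UMI each, it was 6.31 (1.13 to 249) and 0.406 (0.0726 to 16.1).

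M24 was more enriched, with 17.7 CPM in astrocyte-like and 7.41 in microglia-like cells, a ratio of 2.39 (1.27 to 4.76). Its ratio was 4.30 over OPC-like (1.55 to 16.5), 3.76 over ependymal-like (1.73 to 9.29), 2.56 over fibroblast-like (1.01 to 8.30) and 2.21 over endothelial-like cells (0.932 to 6.39), and over the 5 classes pooled it was 2.89 (1.80 to 4.64). Of its 40 astrocyte-like UMIs, 15 came from 2 cells. Without those the ratio was 1.51 over microglia-like (0.754 to 3.14), 2.37 over ependymal-like (1.03 to 6.07), 2.71 over OPC-like (0.935 to 10.7), 1.39 over endothelial-like (0.558 to 4.16) and 1.61 over fibroblast-like cells (0.606 to 5.39). The interval stayed above 1 over ependymal-like cells and over the 5 classes pooled (1.82, 1.05 to 3.104). By contrast, Gfap had 2712 CPM in injured astrocyte-like and 21.2 CPM in microglia-like cells, with 786 CPM in ependymal-like cells. tdTomato-WPRE, the sorting label, had 2184 and 32.3 CPM in these classes, but 1926 CPM in fibroblast-like and 367 CPM in ependymal-like cells.

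**Figure D2:**
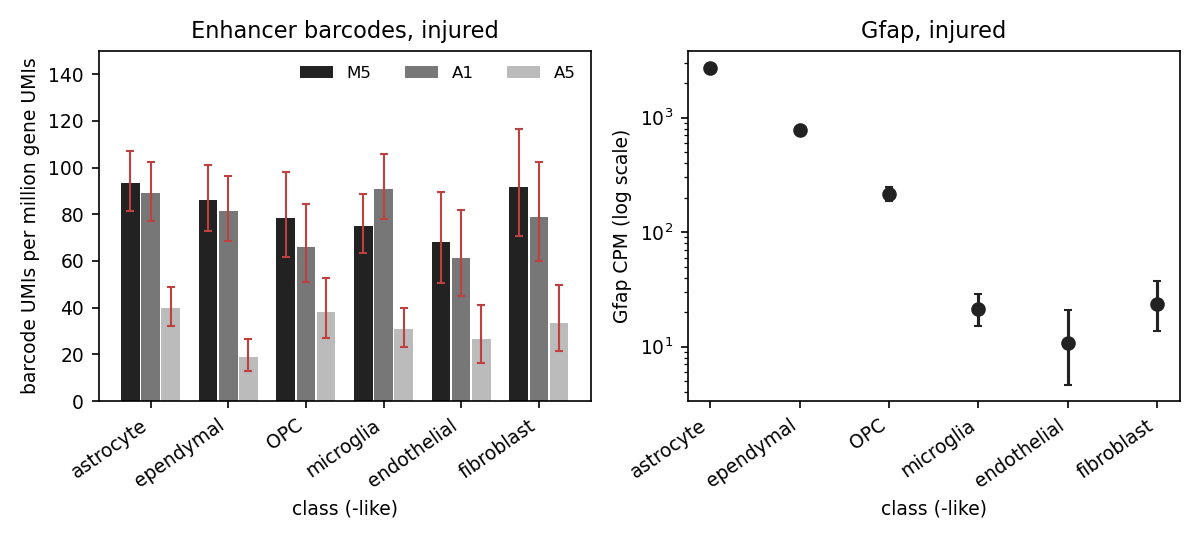
The left axis gives barcode CPM of M5, A1 and A5 in 6 classes of injured cells, and the right axis gives Gfap CPM in the same classes on a log scale, both with exact Poisson 95% intervals. M5 lies between 68.1 and 93.5 CPM in every class shown, while Gfap falls from 2712 to 10.7 CPM.

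Gene expression in astrocyte-like cells was compared to describe the state in which the enhancers were read. Gfap (ENSMUSG00000020932, chromosome 11 from 102887336 to 102900912, GRCm38, minus strand) had 2712 CPM in injured and 61.7 CPM in uninjured cells, a log2 ratio of 5.44 (without pseudocount 5.46, 5.34 to 5.57). The alternative that moved it most was a pseudocount of 10 CPM, with 5.25. Vim had 1821 and 8.03 CPM, a log2 ratio of 7.66. Cd44 (ENSMUSG00000005087, chromosome 2 from 102811141 to 102901665, GRCm38, minus strand) had 178 and 5.12 CPM, a log2 ratio of 4.87. Lcn2 had 540 UMIs in injured and none in uninjured cells, at least 904-fold higher on the floor of 3 counts (lower limit of the exact log2 interval 9.52). Timp1 had 701 UMIs against 1, a log2 ratio without pseudocount of 11.8 (9.30 to 17.1). Each of the 9 reactive genes had an interval above 0, with Stat3 the lowest of the list at 1.49. Several of these genes also led cluster 1, so the clustering used them. The median log2 ratio over the 4237 ranked genes was -0.07.

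Each of the 8 AP-1 genes was higher in injured cells, from 0.50 for Jund to 3.48 for Fosl1 in log2 ratio. Their log2 ratios stayed above 0 under every alternative run, down to 0.258 for Jund and 0.327 for Fosb, while Fosl1 ranged from 1.26 to 4.29. Fosl1 rested on 34 UMIs against 5, and Fosb on 8 against 9. Lineage genes lay between -0.68 and 0.65. Sox9 had a log2 ratio of 0.38, Aqp4 of 0.65 and Aldh1l1 of 0.45, while Nfia, Nfib, Slc1a2 and Gjb6 were lower, at -0.60, -0.68, -0.46 and -0.49. Aldh1l1 turned to -0.24 where cells were chosen by an Aldh1l1 UMI, which conditions on the gene itself. tdTomato-WPRE had 2184 CPM in injured and 405 CPM in uninjured cells, a log2 ratio of 2.43. Whether this feature also took reads of the viral reporters was not settled.

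**Figure D3:**
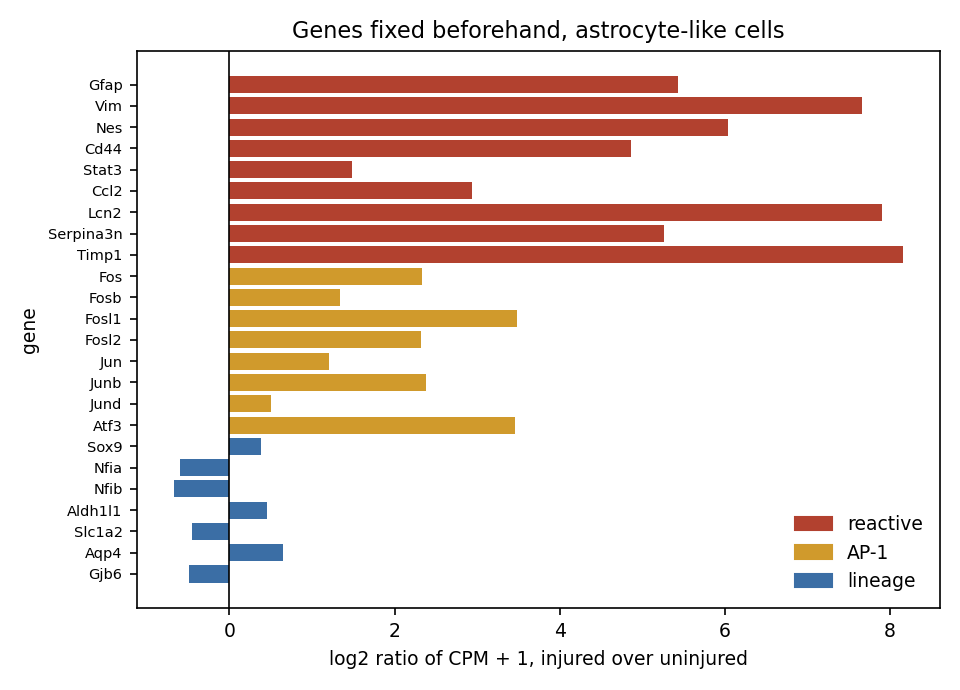
Bars give the log2 ratio of CPM + 1 in astrocyte-like cells, injured over uninjured, for the reactive, AP-1 and lineage genes fixed beforehand, from 1 library per condition and without error bars. Reactive and AP-1 genes lie above 0 and lineage genes lie between -0.68 and 0.65.

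The 10 highest log2 ratios belonged to Timp1, Lcn2, Lgals3, Xist, Vim, Tm4sf1, Hspb1, Tgm1, S100a11 and S100a6, from 8.16 down to 6.73. Xist is a sex marker and differed between the libraries as given above. In male cells alone 9 of the 10 genes were found again. The 10 lowest were Hba-a2, Hbb-bs, Hba-a1, Hbb-bt, A330087D11Rik, Gm31135, Hsd11b1, Nat8f3, Etv4 and Mettl24, from -5.84 up to -2.90. The 4 haemoglobin genes rested on 1 uninjured cell, which held 2727 of the 2739 Hbb-bs UMIs. Without that cell the log2 ratio of Hbb-bs was 1.14, and 6 of the 10 lowest genes were found again.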

Values the study reported

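The study reported detecting barcodes of 5 of 19 IRENs and of 2 of 4 control enhancers. It estimated that about 60% of enhancer and barcode pairs in the packaged library were discordant. It added that correct pairs were much more likely to be detected in its pool than discordant ones. It described the detected IRENs as driving the reporter in reactive astrocytes of the injured cord alone. In tissue imaging, it found reporter protein of the pool highly selective for astrocytes. Most of the detected IRENs, when tested singly, gave signal specific to astrocytes after injury.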

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

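M5, M8, M24 and A1 had no UMI in uninjured astrocyte-like cells under each alternative that gave a value, and the rate of M5 in astrocyte-like over microglia-like cells stayed between 1.19 and 1.27. Its interval lay just above 1 (1.00 to 1.55) and reached below 1 with at least 1000 gene UMIs per cell (0.952 to 1.49), at resolution 1.0 (0.991 to 1.55) and without the highest 5% of Scrublet scores (0.988 to 1.57). The uninjured IREN ratio stayed between 0.00226 and 0.00383. The rate of A1 in astrocyte-like over microglia-like cells lay on both sides of 1, from 0.974 to 1.05. Counting the unnamed cluster as astrocyte-like, removing the highest 5% of Scrublet scores, leaving out 1 cell with haemoglobin and leaving out cells with many UMIs of 1 enhancer were chosen after seeing the data.

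The astrocyte-like share moved with the clustering. The injured share was 42.3% with no filter on cells and 40.5% at resolution 1.0. The uninjured share was 72.4% at resolution 1.0, 72.2% after removal of the 2 Scrublet calls and 91.2% with the unnamed cluster. Removing 2 injured cells cannot itself change the uninjured share, so that shift came from clustering again.

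Shares of positive cells followed depth and the UMIs asked of a cell. With 2 UMIs, the injured shares were 10.4% for M5, 10.4% for A1 and 2.91% for A5, and the uninjured A5 share was 2.71%. With 3 UMIs they were 4.13%, 3.40%, 0.728% and 0.322%. Thinned to 1000 gene UMIs they were 7.96%, 9.55%, 3.71% and 5.50%, and 3 enhancers were detected. Among cells of any class with an Aldh1l1 UMI the injured shares were 45.2% for M5, 46.4% for A1 and 20.3% for A5. M5 and A1 rates stayed near the main values, at 97.9 and 88.1 CPM, so their higher shares went with deeper cells. The A5 rate was lower, at 30.9 CPM, and the IREN ratio was 4.41. The cause of the lower A5 rate was not tested. In female cells the injured shares were 45.2%, 50.7% and 27.4%, with 3 enhancers detected among 73 cells. In male cells they were 44.1% for M5 and 43.3% for A1, and the uninjured A5 share was 20.1%. Cells scored for sex are deeper by construction. With 2 astrocyte-like cells scored female in the uninjured library, no female comparison of the conditions could be made.

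The Gfap log2 ratio was 5.25 with a pseudocount of 10 CPM, which shrinks a low denominator's ratio by construction. Aldh1l1 reversed to -0.24 among cells with an Aldh1l1 UMI. Haemoglobin genes reversed under 3 alternatives, except Hba-a2 in male cells. With at least 1000 gene UMIs per cell the log2 ratios of Hba-a2, Hbb-bs, Hba-a1 and Hbb-bt were 0.0458, 1.31, 1.12 and 0.34. In male cells Hbb-bs, Hba-a1 and Hbb-bt were at 0.48, 1.15 and 0.70, while Hba-a2 stayed lower at -0.65. Without the 1 cell richest in Hbb-bs the 4 genes, in the order above, were at 0.0013, 1.14, 1.25 and 0.68. Of the 10 lowest genes, 5 to 10 were found again across alternatives, and of the 10 highest, 8 to 10. No paired analysis was possible because each condition had 1 library pair.

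Depth limits what the counts can show. Enhancers other than M5, A1 and A5 rested on 53 or fewer UMIs in astrocyte-like cells, and uninjured classes other than astrocyte-like and unnamed held 165 cells or fewer each.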

Other observations

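The tests here were chosen after the patterns were seen, except that of doublets, whose outcome was predicted before it was computed. Male cells alone and thinning to 1 depth had been planned as alternatives, and were taken up as tests of sex and of Xist afterwards. Detection of IRENs differed from the study. Of the 4 controls, 2 were detected here (A1 and A5). Their number equals the value quoted from the study above. The number of IRENs detected here in astrocyte-like cells was 3 of 19. That is lower than the value quoted from the study above, and the cause was not settled. The study describes concordant replicates for its barcodes, while 1 library pair per condition was used here. The count of 3 also rests on the rule of 10 astrocyte-like cells, which was chosen here. With at least 3 cells, M11 was added and 6 enhancers were detected, and 6 IRENs had at least 1 UMI in cells of any class in the injured file. Features were taken as IRENs because their count agrees, not from a label.

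Barcode UMIs in the injured library were spread over all larger classes. Enhancer activity restricted to astrocytes, with each UMI in its own cell, would make M5 far more frequent in astrocyte-like cells, but the rate was 1.24 times that in microglia-like cells. Free RNA released by astrocytes would carry their abundant transcripts as well, yet Gfap in microglia-like cells was at 0.780% of its level in astrocyte-like cells. A like number of free reporter molecules in every droplet would give equal UMIs per cell, yet M5 UMIs per cell were 12.3 times higher in the deepest than in the shallowest of 4 equal groups of cells by gene UMIs (1.84 against 0.150). Their M5 rates were 81.1 and 93.6 CPM. Doublets with astrocytes would leave microglia-like cells without astrocyte transcripts free of M5, but the 88 such cells without Gfap, Aqp4 and Slc1a2 UMIs had 68.4 CPM of M5 (54.4 to 85.0).

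A candidate explanation that stays open is exchange of cell barcodes between molecules during amplification of the pooled cDNA, which would spread each enhancer over cells by their gene UMIs alone. The dispersion of M5 about such a spread was 1.13, and 11.5% of 3832 genes with a total within 2-fold had a lower one, whose median was 1.55. For A1 it was 1.06, with 5.68% of genes lower. Both lie within the simulated range for features spread by depth alone, from 0.868 to 1.19. Exchange alone would also give equal rates in all classes. Over the 5 larger other classes pooled, the astrocyte-like rate was 1.17 times as high for M5 (0.991 to 1.38) and 1.12 times for A1 (0.949 to 1.33), but 2.89 times for M24 (1.80 to 4.64) and 1.41 times for A5 (1.08 to 1.82). Exchange alone thus leaves the enrichment of M24 and A5 unexplained, and some expression in astrocytes beside it stays open. Reporter expression in every cell class may also stay open, since housekeeping genes can be as even. M5 varied 1.37-fold over 6 classes, a range below which 1.12% of the matched genes lay. For M5 and A1 the 2 cannot be told apart with these counts, because both allow like rates in each class. Tissue imaging was not analysed here. The study's imaging, as quoted above, found reporter protein highly selective for astrocytes. That is evidence from outside these counts against expression in every class.

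A few cells stood out from this spread. With 5 or more UMIs of 1 enhancer where depth predicted under 1, there were 6 cells with 52 UMIs, 5 of them with A5 or M24. Reporter expression of those cells may explain them, and 4 were astrocyte-like, but 6 cells are too few to decide. The most extreme were an uninjured cell with 15 A5 UMIs where 0.141 were predicted and an injured cell with 12 where 0.0970 were predicted. Without such cells the dispersion of A5 fell to 1.12 in the injured and 1.08 in the uninjured library, from 2.73 and 1.44. The ratio over the 5 larger other classes pooled then fell to 1.25 for A5 (0.943 to 1.65) and 1.82 for M24 (1.05 to 3.104).

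The contrast between libraries is separate from the spread over cells. Sequencing depth of the gene libraries cannot account for it, since M5 was at least 353-fold higher in CPM on the floor of 3 counts, with an exact lower limit of 285. Male injured astrocyte-like cells had 90.4 CPM of M5, which argues against sex if each UMI is in its own cell. Under exchange of cell barcodes, left open above, male cells would carry UMIs from either sex. Sex is therefore not excluded. Random exchange of barcodes between vectors would bring most barcodes up beside A5, while 0.330% of uninjured barcode UMIs were not A5. That value restates the uninjured side of the contrast, so it is not a separate test of exchange as its cause. A difference between the 2 barcode libraries other than injury cannot be told apart from injury with 1 library each. A1, taken as a control not chosen for injury, was at least 336-fold higher in the injured library on the same floor (exact lower limit 271), and response to injury of A1 itself is also open and untested.

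Xist was near absent from the uninjured library. Lower depth does not account for this, since 15.2% of injured cells still had an Xist UMI at equal depth. A library of male cells stays open, although the series description gives animals of both sexes. It would leave few deep cells without a Y-linked UMI, and 88.4% of the deepest of 4 equal groups of uninjured cells had one (86.2 to 90.2%). The other 121 cells of that group had no Xist UMI either. In a shallower group of injured cells (median 4488.5 against 6039 gene UMIs), 50 of 220 cells had an Xist UMI. This argues against the 121 cells being female as a set. Since 105 of those 220 injured cells had neither Xist nor Y-linked UMIs, the sex of single cells was not settled. Whether female animals were absent or their cells were lost was not tested.

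Haemoglobin in uninjured astrocyte-like cells came from a single cell. Free RNA from blood cells would be spread thinly, but 99.6% of Hbb-bs UMIs lay in cells with 10 or more. A blood cell inside the class, alone or as a doublet, is a candidate explanation, as 1 cell among 3103 had 10 or more. Its removal changed the ranking of the lowest genes, as given above.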
